A study of Mus musculus with 18 samples.

How the data were processed

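The data are eRRBS libraries from Dnmt1-knockout mouse embryonic stem cells rescued with WT or mutant DNMT1, 18 libraries in 6 groups of 3. Per the labels' protocols, cells were transfected and selected with puromycin, several stable lines were made per group, genomic DNA was cut with MspI, BfaI and MseI, and the bisulfite libraries were sequenced from both ends. The authors deposited 1 table with a count of methylated reads and a count of all reads per CpG and library. Both deposited counts are whole numbers with no normalization. The aligner, the methylation caller, trimming and any removal of duplicates are not stated in the labels. Whether the replicates of a group are separate stable lines is not stated either.

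All 36 count columns were used. The 21867550 positions matched, for each of chromosomes 1 to 19, X and Y, every CpG of the GRCm38 reference, so features were taken from GENCODE annotation of that build. Positions are 1-based. No CpG had more methylated reads than reads. In every library the CpGs used needed at least 5 reads, which left 1424423 CpGs. A library's level is the mean of methylated over all reads, each CpG counted once. PCR duplicates cannot be told from molecules here, so precision rests on the spread between replicates. Contexts were the number of reference CpGs within 250 bp on either side (1 to 5, 6 to 10, 11 to 20, over 20), gene feature (a promoter being 500 bp either side of a TSS), lower-case reference sequence as repeat-masked, and autosomes, X and Y.

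Mean levels were compared by exact two-sided permutation tests of the difference of means. Effects of a substitution over several backgrounds used labels permuted within background. Benjamini-Hochberg adjustment was over 10 tests for the mean level, 16 for contexts and 8 for gene lists. Tiles were 1 kb with at least 3 usable CpGs. Summed counts were fitted with a quasi-binomial logistic model over all 18 libraries, with 12 residual degrees of freedom. Overdispersion was squeezed across tiles by the method of limma's squeezeVar, which gave a prior of 3.44 with 5.64 degrees of freedom. An F test with Benjamini-Hochberg adjustment followed. Tiles were called at an adjusted p under 0.05 and a difference of at least 10 percentage points in pooled group levels. Departures from additivity were tested on the logit scale with the same minimum on the difference of differences. The tile statistics ran in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Limma 3.58.1, on log2 ratios of counts with 0.5 added, and edgeR 4.0.16, with its quasi-likelihood test, ran in R 4.3.3 as alternatives.

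The tile model was tested on simulated data with the coverage of the 155660 tiles, with 200 tiles changed. All 18 libraries shared 1 level in an unchanged tile. This was the mean of WT and W796A for W796A against WT, and that of W465A otherwise. The additivity simulation thus held no effect of W465A. Overdispersion was drawn from the fitted prior. Refitted priors were 2.43 with 2.78 degrees of freedom in the first simulation, and 1.29 with 1.41 in the others. For W796A against WT it recovered 4 of 100 tiles changed by 20 points and 23 of 100 changed by 40 points. For W465A/W796A against W465A it recovered 2 and 19, and for the departure from additivity of W465A and W796A 0 and 2. No unchanged tile was called. Of unchanged tiles 6.13%, 6.26% and 5.97% had an unadjusted p under 0.05 in these 3 simulations, slightly more than the nominal share. A first version of the fit did not converge in some tiles of low level, which this test showed, and was corrected before the counts given here. The low recovery means that changes in few tiles may mostly be missed. Neither recovery nor false calls were tested with the real differences between groups.

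For each mutant against WT, the named tiles are the 2 with the largest difference among called tiles in which all 3 mutant libraries lie on the same side of all 3 WT libraries. The similarity of mutant effects is Pearson's r across tiles, set against 100 simulations in which all groups share 1 level per tile and the same WT libraries. The gene lists, the naming rule and the comparisons were chosen before the data were examined, except the contrast of W796A between the W465A and W464A/W465A backgrounds and the lookup of tiles called against the main direction. The alternatives were chosen before as well, except the log2 scale for contexts and a replicate block in WT and W796A alone. Deviations of same-numbered libraries from their group means had r over tiles between 0.144 and 0.264 in the 3 pairs of WT and W796A, and at most 0.058 in their other pairs. This was the only one of 15 pairs of groups in which every same-numbered pair was above 0.1, and the labels give no source for a pairing. These deviations include differences in global level, with replicate 1 lowest and replicate 2 highest in both groups. Differently numbered libraries reached r of 0.182 between WT and W465A/W796A and 0.184 between W796A and W465A. The correlations thus do not show a pairing by themselves. Alternatives were coverage minimums of 10 and 20 reads, every CpG with 5 reads in the library itself, reads counted once, the top 0.1% of coverage left out, autosomes only and promoters of 1000 bp either side. For tiles they were 500 bp, 5 kb and single CpGs, at least 1 CpG per tile, a 25-point minimum or none, fits of the compared groups alone, no squeezing, an offset for the library's global level, limma and edgeR. For the similarity of effects they were 5 kb tiles, tiles with a mean level between 20% and 80%, and WT libraries not shared. A replicate block and leaving out each library in turn were alternatives for the mean level, contexts, gene lists and tiles, except that no block was fitted for the departures of the mean level. Neither was run for the similarity of effects or for the contrast of W796A between backgrounds.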

Results

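CpG methylation was measured by enhanced reduced representation bisulfite sequencing (eRRBS) in mouse embryonic stem cells. This assay digests the genome with restriction enzymes, converts unmethylated cytosine with bisulfite, and sequences the fragments, so that CpG-rich parts of the genome are read most. The cells lack their own Dnmt1, the enzyme that maintains CpG methylation after DNA replication, and stably express WT DNMT1 or 1 of 5 mutants from a selectable vector. The mutants replace tryptophan residues with alanine and are named W796A, W465A, W464A/W465A, W465A/W796A and W464A/W465A/W796A. Each of the 6 groups has 3 biological replicates, which makes 18 libraries. Knockout cells with the empty vector were not used here. The comparisons address how each substitution affects the methylation that DNMT1 maintains, and whether the substitutions act separately.

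The table lists 21867550 CpGs of the GRCm38 mouse genome. CpG calls per library ranged from 59776439 in WT replicate 3 to 138978763 in WT replicate 2. Between 11288632 and 13129751 CpGs had a read in a library, and 1424423 CpGs, 6.51% of those listed, had at least 5 reads in every library. The median coverage of these shared CpGs ranged from 12 to 29 reads per library. No mitochondrial or spike-in sequence is listed, so bisulfite conversion was not measured on a control. The Mcts2 promoter, looked up after its values were seen, had at most 0.558% methylation in any library over 25 CpGs, which limits incomplete conversion there. Every level below is therefore an upper limit on methylation in that respect.

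The mean methylation level over the shared CpGs, each counted once, was 47.6% ± 5.95 (SD, n = 3) with WT DNMT1. It was 47.9% ± 8.84 (SD, n = 3) with W796A and 20.1% ± 4.36 (SD, n = 3) with W465A. With W464A/W465A it was 14.7% ± 1.88 (SD, n = 3), with W465A/W796A 34.6% ± 2.86 (SD, n = 3), and with W464A/W465A/W796A 14.6% ± 1.80 (SD, n = 3). The largest spread between replicates was in W796A, whose libraries lay between 38.0% and 55.1%. The WT libraries lay between 40.9% and 52.4%.

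**Figure D1:**
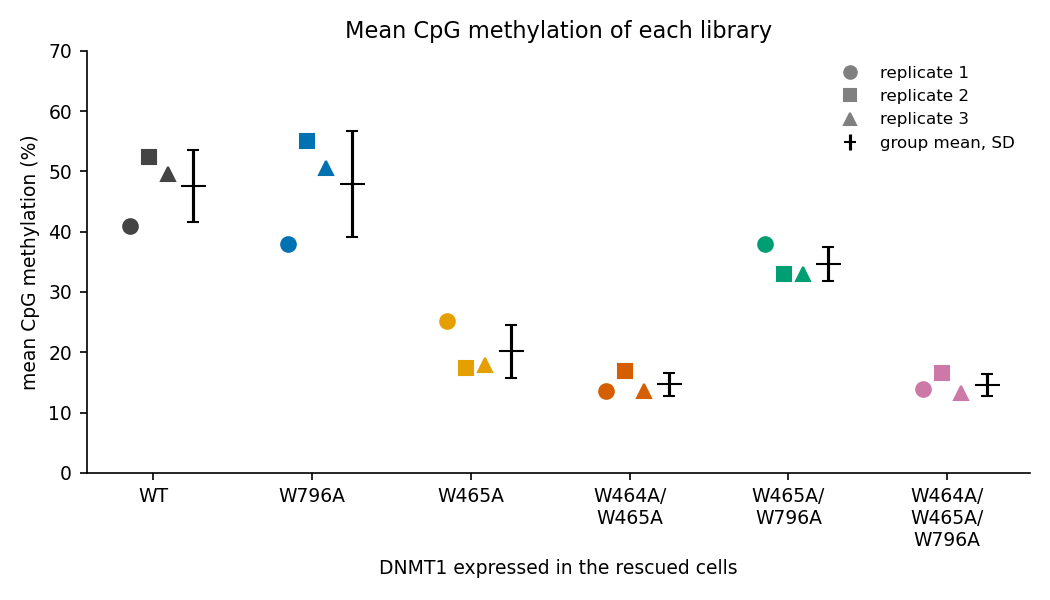
Mean CpG methylation (%) of each of the 18 libraries by group, over CpGs with at least 5 reads in every library. Symbols are replicates, and the dash and bar are the group mean and SD (n = 3). The W465A/W796A libraries lie between 33.0% and 37.9%, above every W465A library.

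Against WT, the mean level differed by 0.26 percentage points in W796A, where the libraries overlapped. It differed by -27.5 points in W465A, -32.9 in W464A/W465A, -13.0 in W465A/W796A and -33.0 in W464A/W465A/W796A. In each of these 4 mutants all 3 libraries lay below all 3 WT libraries. The exact two-sided permutation p was 1 for W796A and 0.1 for each of the others, which is the smallest p that 3 libraries against 3 allow. The W796A difference ranged from -3.34 points without W796A replicate 2 to 5.19 points without W796A replicate 1. The choice that moved the other 4 differences most was the coverage minimum: at CpGs with at least 20 reads in every library the W465A difference was -4.96 points and the W464A/W465A difference -5.80 points. All mutants together differed from WT by -21.2 points (exact two-sided permutation p 0.0159 over 816 arrangements, Benjamini-Hochberg adjusted 0.0398 over 10 tests). Without WT replicate 2 this difference was -18.9 points and its exact p 0.0588. The test permuted single libraries freely, although the libraries of a mutant share a genotype. Its p therefore does not measure the spread between genotypes. W796A, at 47.9%, was not below WT, at 47.6%, so the difference does not hold for every mutant.

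The 6 groups form a factorial of W465A or W464A/W465A, each with and without W796A. Averaged over the backgrounds with and without W796A, W465A changed the mean level by -20.4 points and W464A/W465A by -33.1 points. W464A added to W465A changed it by -12.8 points. Each had an exact two-sided stratified permutation p of 0.005, the smallest that 400 arrangements allow, and an adjusted p of 0.0167. W796A changed the level by 4.89 points over its 3 backgrounds (exact p 0.105 over 8000 arrangements, adjusted 0.116). Without W796A replicate 1, the lowest library of its group, this was 6.53 points with an exact p of 0.0198. These means over backgrounds joined unlike values. The W465A difference was -27.5 points without W796A and -13.2 points with it, and that of the added W464A -5.46 and -20.1 points. The W796A difference was 0.26 points in WT, 14.5 points in W465A and -0.10 points in W464A/W465A. In the W465A background all 3 libraries with W796A lay above all 3 without it, with an exact p of 0.1, the smallest possible.

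The level of W465A/W796A exceeded the sum of the single effects by 14.2 points, with a standard error of 6.85 points. For W464A/W465A with W796A the departure from additivity was -0.36 points, with a standard error of 6.33. Both standard errors treat the libraries as unpaired. In WT and in W796A alike, replicate 1 was the lowest library and replicate 2 the highest. If the replicate numbers pair these libraries, which the labels do not state, the standard errors may be too large. These departures of the mean level were not tested: free permutation of the libraries does not keep the single effects, and tests that assume normal values were not used with 3 libraries per group. The departure of W465A and W796A ranged from 9.31 points without W796A replicate 1 to 17.8 points without W796A replicate 2. Both of these values keep the same-numbered WT library.

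Genomic contexts addressed whether the loss was uneven along the genome. WT methylation was 73.7% ± 8.65 (SD, n = 3) at CpGs with 1 to 5 CpGs within 250 bp on either side, the CpG itself included, and 7.80% ± 1.81 (SD, n = 3) where there were over 20. It was 11.5% ± 1.88 (SD, n = 3) at promoters, 65.6% ± 8.20 (SD, n = 3) between genes and 64.8% ± 7.13 (SD, n = 3) in repeat-masked sequence. As a share of the WT mean, the level of W465A was 42.2% ± 8.63 (SD, n = 3) in the sparsest class and 34.7% ± 9.31 (SD, n = 3) in the densest. For W465A/W796A it was 70.2% ± 5.52 (SD, n = 3) and 70.9% ± 10.6 (SD, n = 3), and for W464A/W465A 30.3% ± 4.76 (SD, n = 3) and 25.1% ± 3.01 (SD, n = 3). On the X chromosome, with 7383 shared CpGs, W465A had 32.5% ± 8.34 (SD, n = 3) of the WT level, against 42.3% ± 9.16 (SD, n = 3) on autosomes.

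**Figure D2:**
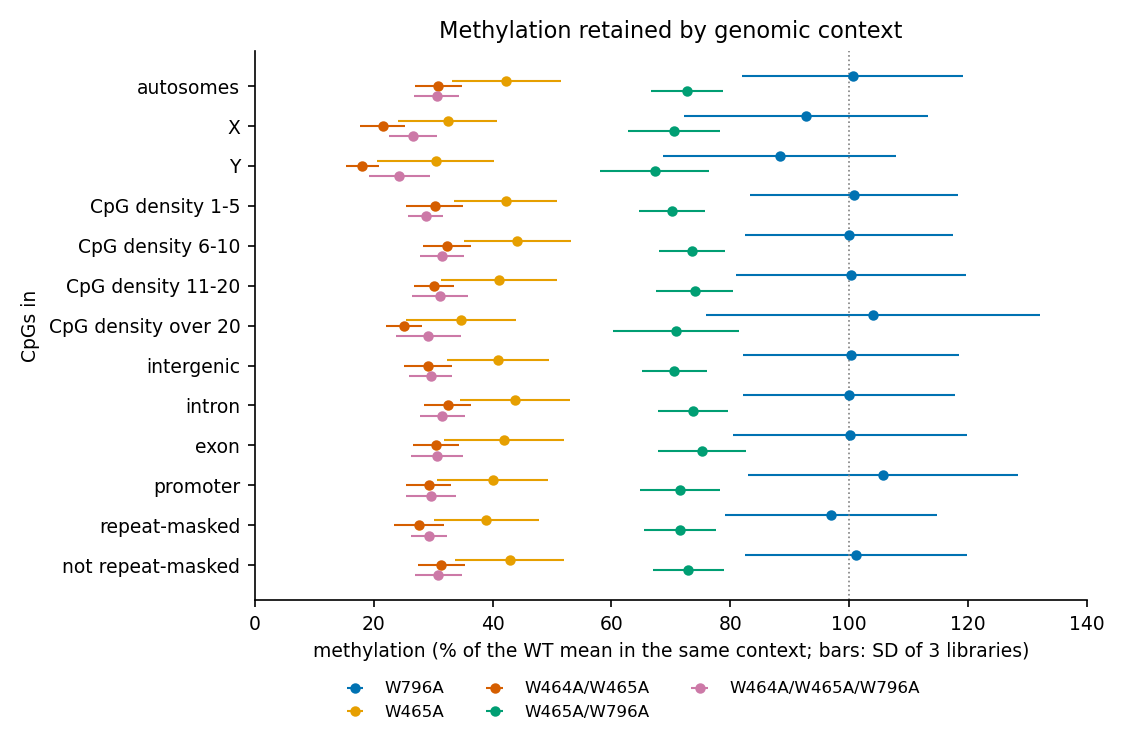
Methylation in each mutant group as a percentage of the WT mean in the same genomic context. Points are means of 3 libraries and bars their SD. W465A/W796A lies between 67.3% on the Y chromosome and 75.2% in exons.

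Differences between contexts were tested for 4 pairs of contexts and 4 effects, 16 tests in all. In percentage points, the effects of W465A, W464A/W465A and the added W464A differed between the contexts of every pair, with exact permutation p of 0.005 or 0.01 and adjusted p of 0.008 or 0.0133. The effect of W464A/W465A was -52.3 points in the sparsest class and -5.84 points in the densest. It was -46.4 points between genes and -8.43 points at promoters. For these 2 pairs the WT level limits the fall. From 7.80% in the densest class or 11.5% at promoters, it cannot approach that from 73.7% or 65.6%. The share of the level kept with W464A/W465A was 26.6% in the densest class and 29.4% in the sparsest. It was 28.6% at promoters and 29.3% between genes. None of the 4 tests of W796A passed. Its exact p was 0.144 for CpG density, 0.114 for promoters and 0.132 for repeats, and without W796A replicate 1 these were 0.0295, 0.0213 and 0.0393. The same 16 contrasts on the log2 scale, a test chosen after the levels were seen, gave no adjusted p under 0.05. The smallest was 0.096, and 4 of the unadjusted values were under 0.05. No limma or edgeR test was run on these contrasts. The differences in X against autosomes changed sign at CpGs with at least 10 reads in every library, where the value for W465A went from 5.44 to -0.86 points.

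Promoters of imprinted and germline genes were examined from lists fixed before the data were examined. Of 22 imprinted genes, 17 had a covered promoter, with a mean level of 7.37% ± 1.34 (SD, n = 3) in WT, 9.60% ± 3.66 (SD, n = 3) in W796A and 1.71% ± 0.61 (SD, n = 3) in W465A. It was 3.29% ± 0.38 (SD, n = 3) in W465A/W796A. In WT this mean rested mostly on Grb10 at 58.0%, Nnat at 21.1%, Meg3 at 13.9% and Peg13 at 12.4%. Every other covered imprinted promoter had at most 6.13% in WT. Effects on the mean of this list therefore need not hold for most of its promoters. Of 19 germline genes, 17 were covered, with 48.2% ± 8.51 (SD, n = 3) in WT, 49.5% ± 13.3 (SD, n = 3) in W796A, 15.1% ± 4.42 (SD, n = 3) in W465A and 35.6% ± 4.65 (SD, n = 3) in W465A/W796A. W464A/W465A had 11.5% ± 1.65 (SD, n = 3) and W464A/W465A/W796A 15.3% ± 4.30 (SD, n = 3). The effects of W465A, of W464A/W465A and of the added W464A passed on both lists, with adjusted exact permutation p between 0.0133 and 0.04 over 8 tests. At CpGs with at least 10 reads in every library, which covered 7 imprinted genes, the imprinted effect of W465A was -0.28 points (exact p 0.13) in place of -5.98, and that of the added W464A -0.17 points (exact p 0.1) in place of -1.49. Without W465A replicate 1 the added W464A gave -1.34 points at imprinted promoters, with an exact p of 0.05. The effect of W796A was 1.07 points at imprinted promoters (exact p 0.196), and 1.17 points with promoters of 1000 bp either side of the TSS (unadjusted exact p 0.0275). At germline promoters it was 8.49 points, with an exact p of 0.0488 and an adjusted p of 0.0557, which did not pass. Leaving out 1 library raised that p over 0.05 for 12 of the 18 libraries, up to 0.141 without W796A replicate 2. The promoter of Zfp42, a pluripotency gene, rested on 1 CpG, with 27.8% ± 48.1 (SD, n = 3) in WT, and is not compared.

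Regional changes were tested in 155660 tiles of 1 kb, which held a mean of 7.25 shared CpGs and a median of 70 reads per library. A tile was called at an adjusted p under 0.05 and a difference of at least 10 points. W465A had 128817 tiles lower than WT and 1 higher. W464A/W465A had 131464 lower and 1 higher, and W464A/W465A/W796A had 131759 lower and none higher. At CpGs with at least 10 reads in every library these 3 counts were 21642, 22015 and 22045 of 37394 tiles, and with single CpGs in place of tiles they were 701049, 823290 and 849427 of 1424423 CpGs. W465A/W796A had 37726 tiles lower and 2 higher. That count depended on single libraries, and ranged from 0 without WT replicate 2 to 68013 without WT replicate 1. It was 11802 without WT replicate 3, 25143 without W465A/W796A replicate 1, 6363 without replicate 2 of that group and 743 without its replicate 3. By limma it was 7230 and by edgeR 10077. W796A had 6 tiles higher and none lower, and 8275 tiles had an unadjusted p under 0.05. Limma called 1 tile and edgeR 2. With the replicate number as a block in these 6 libraries, a fit chosen after the correlations of the libraries were seen, 633 tiles were higher and 282 lower. With the number as a block in all 18 libraries 116 were higher and 4 lower. Without the block, leaving out WT replicate 3 gave 135 tiles higher and 376 lower, and leaving out W796A replicate 1 gave 359 higher and 3 lower. Without W796A replicate 2 the count was 1, and it was 0 without any of WT replicate 1, WT replicate 2 and W796A replicate 3.

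**Figure D3:**
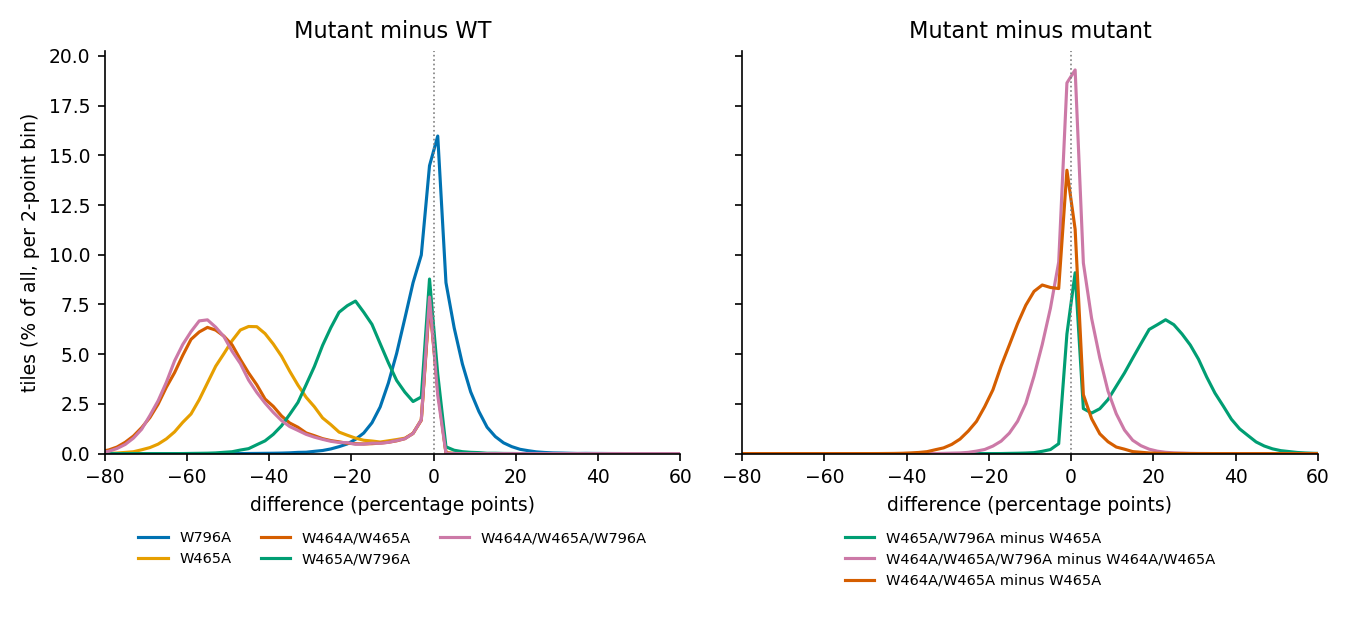
Distribution of methylation differences (percentage points) over 155660 tiles of 1 kb, as the percentage of tiles in each 2-point bin. The left panel sets each mutant against WT, and the right panel sets mutants against each other. The median difference of W465A/W796A minus W465A is 20.2 points.

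Comparisons between mutants isolated single substitutions. W465A/W796A had 41004 tiles higher than W465A and 4 lower. This count was 1 without W465A replicate 3 or without W465A/W796A replicate 1. It was 4596 without W465A replicate 2 and 21276 without W465A/W796A replicate 3. It was 53702 without W465A replicate 1. Limma called 17313 tiles and edgeR 25202. W464A/W465A/W796A against W464A/W465A gave 0 tiles, with 1747 at an unadjusted p under 0.05, and 0 by limma and by edgeR. W464A/W465A against W465A also gave 0 tiles, with 12665 at an unadjusted p under 0.05, and 0 by limma and by edgeR.

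A departure from additivity was tested on the logit scale in each tile. For W465A and W796A it was called in 3674 tiles, 3669 with more methylation in W465A/W796A than the single effects give and 5 with less. Limma called 0 tiles and edgeR 942, and 45562 tiles had an unadjusted p under 0.05. The count was 43902 without W796A replicate 2, 20255 without WT replicate 1 and 13720 without W465A replicate 1. It was 5 without W796A replicate 1 and 2 without W465A replicate 2. It was 1 without W465A/W796A replicate 3, and 0 without any of WT replicate 2, W465A replicate 3 and W465A/W796A replicate 1. For W464A/W465A and W796A 0 tiles were called by the quasi-binomial model, by limma and by edgeR, with 3334 at an unadjusted p under 0.05 in the first, and 5 without WT replicate 3. Whether W796A acted differently in W465A than in W464A/W465A was tested directly in a contrast chosen after these counts were seen. The quasi-binomial model called 0 tiles, with 31593 at an unadjusted p under 0.05. The mean difference over tiles was 19.5 points, so the count of 0 does not show that W796A acted alike in both backgrounds. Neither limma nor edgeR was run on this contrast.

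The tiles with the largest differences among those called, with the libraries of the groups not overlapping, were named by a fixed rule. For W465A 1 of them is given here, in Nefm (chromosome 14, 68122001 to 68123000), at 6.92% ± 6.39 (SD, n = 3) against 94.9% ± 6.82 (SD, n = 3) in WT. Its coverage was between 36 and 174 reads per library. For W464A/W465A they lay in an intron of Kcnmb2 (chromosome 3, 32028001 to 32029000), at 6.16% ± 7.96 (SD, n = 3) against 96.9% ± 3.35 (SD, n = 3), and in a repeat-masked intergenic tile (chromosome 1, 108812001 to 108813000) whose nearest protein-coding gene, Cdh7, was 1169431 bp away, at 5.23% ± 4.51 (SD, n = 3) against 95.2% ± 2.79 (SD, n = 3). The same Nefm tile and an intron of Slc44a5 (chromosome 3, 154216001 to 154217000) led in W464A/W465A/W796A. The Slc44a5 tile had 4.37% ± 2.30 (SD, n = 3) against 93.9% ± 1.01 (SD, n = 3) in WT. The Kcnmb2 and Slc44a5 tiles each held 3 CpGs, with 15 to 66 and 21 to 81 reads per library. The intergenic tile near Cdh7 held 4, with 48 to 188 reads. As the rule picks the largest differences, they may be overstated at low coverage.

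For W465A/W796A the named tiles were intergenic, 9053 bp from Vmn2r61 (chromosome 7, 42250001 to 42251000) and 12177 bp from Txndc5 (chromosome 13, 38541001 to 38542000). Their levels were 20.4% ± 13.0 (SD, n = 3) against 97.4% ± 4.44 (SD, n = 3) and 27.0% ± 8.13 (SD, n = 3) against 86.4% ± 18.8 (SD, n = 3). They held only 3 and 4 CpGs, with 18 to 42 and 20 to 88 reads per library. Without WT replicate 2 neither passed, with an adjusted p of 0.159. For W796A they were the Wdr63 promoter (chromosome 3, 146107001 to 146108000), at 74.5% ± 14.3 (SD, n = 3) against 11.7% ± 10.2 (SD, n = 3), and an intron of Cyp26b1 (chromosome 6, 84586001 to 84587000), at 54.7% ± 9.49 (SD, n = 3) against 13.7% ± 10.2 (SD, n = 3). The adjusted p was 0.02 for each. By edgeR only the Cyp26b1 tile lost its call, with an adjusted p of 0.503. Both tiles lost it with no squeezing, with adjusted p of 0.125 and 0.149, and with only the compared groups fitted. Neither passed by limma, with adjusted p of 0.375 and 0.946, or without any of WT replicate 1, WT replicate 2, W796A replicate 2 and W796A replicate 3, where the adjusted p lay between 0.0772 and 0.339.

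The few tiles called against the direction of the rest were looked up after their values were seen. The tile higher in W465A was at the Cox7c promoter, at 15.5% against 0% in WT, its libraries lying between 0% and 37.0%. The tile higher in W464A/W465A lay 7767 bp from Zfp213, at 13.0% (libraries between 0% and 21.9%) against 2.11%. Those higher in W465A/W796A lay 29497 bp from Foxk1, at 11.9% (between 4.35% and 26.8%) against 1.31%, and 104270 bp from Creb5, at 34.1% (between 29.4% and 41.0%) against 14.8%. The 4 tiles lower in W465A/W796A than in W465A were at Cox7c, Krt77, Mdga1 and 224266 bp from Nr2f2. The 5 tiles below additivity were at Wdr63, Lhx1, Barx1, Zfp608 (overlapping Gm26742) and 1150 bp from Wnt3.

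Mutant effects were compared through Pearson's r of the differences from WT across tiles, which are not independent replicates. The 3 pairs among W465A, W464A/W465A and W464A/W465A/W796A had r between 0.925 and 0.954. The same comparison between unchanged simulated groups sharing the WT libraries gave about 0.50, which is a reference for no change in both mutants only. W465A/W796A had r of 0.732 with W465A, 0.734 with W464A/W465A and 0.741 with W464A/W465A/W796A. W796A had r between 0.176 and 0.215 with the other mutants, with an SD over pairs of single libraries between 0.185 and 0.305. With WT libraries not shared between the effects compared, the median over the 10 pairs fell from 0.733 to 0.544, and the r of W796A with W465A/W796A was -0.072.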

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

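The tests of read depth, of library swaps, of extra chromosome copies, of single regions and of a shift of whole libraries were chosen only after the result was seen, and so was the exon to intron ratio over Dnmt1. The rules for judging the construct, mixture, chromosome, depth, region and whole-library tests and the splits of 12 libraries were also set after their values were known.

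A departure from additivity of W465A and W796A was called in 3674 tiles, 3669 of them with more methylation in W465A/W796A than the single effects give. That is what set this result apart, together with a mean level 14.5 points above W465A. The tile count is fragile. Limma called 0 tiles and edgeR 942, and the count went from 0 without WT replicate 2, W465A replicate 3 or W465A/W796A replicate 1 to 43902 without W796A replicate 2. Of 100 splits of the 12 libraries, each counted once, 4 gave as many tiles, the real one included, and the largest other split gave 118521. These splits mix libraries that differ by the effect of W465A, so they do not keep the single effects and their share decides nothing about additivity. For W464A/W465A with W796A 0 tiles were called, as by limma and edgeR, with 3334 at an unadjusted p under 0.05, and 100 of 100 splits gave as many, which decides as little. The direct test of W796A in W465A against W796A in W464A/W465A called 0 tiles with the quasi-binomial model. It had 31593 at an unadjusted p under 0.05, and a mean difference of 19.5 points over tiles. Neither limma nor edgeR was run on that contrast. The contrast of W465A/W796A with W465A itself gave 41008 tiles, and 1 of 10 splits of the 6 libraries gave as many, the smallest share possible. That count was 1 without W465A replicate 3 or W465A/W796A replicate 1, 4596 without W465A replicate 2 and 21276 without W465A/W796A replicate 3.

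Some technical explanations were argued against. A difference in read depth between W465A/W796A and W465A would need libraries of different depth, but their CpG calls overlapped, with 63624159 to 88522215 and 69011577 to 91855645, and their levels did not. At CpGs with at least 20 reads in every library the levels were 5.48% and 2.81%, a ratio of 1.95, against 34.6% and 20.1%, a ratio of 1.72, at 5 reads. That minimum picks other CpGs of lower level and does not match depth between the groups. A swap of single libraries between these groups would leave a library of each at the level of the other. The lowest W465A/W796A library, however, lay 7.82 points above the highest W465A library. An exchange of all libraries of both groups, a single wrong label or a swap with another group is not excluded.

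Single regions do not account for the whole rise in W465A/W796A. Its level was above that of W465A in 92.5% of tiles, with a median difference of 20.2 points, and every W465A/W796A library lay above every W465A library in each of 10 context classes. How much of the rise is a shift of whole libraries and how much is regional cannot be told. With each library set to the same global level, 211 tiles were called in place of 41008, 208 higher and 3 lower, with 22700 at an unadjusted p under 0.05. Departures from additivity were then called in 804 tiles, 696 higher and 108 lower. In the simulated data no unchanged tile was called, but these held no shift of whole libraries and were fitted without this setting. The setting takes the logit of each library's mean level over CpGs, which need not be the shift of single tiles. An equal shift of whole libraries, on the logit or another scale, could therefore leave such calls. The calls left do not decide whether the rise is only such a shift. The setting removes the global difference by construction, and the model recovers few changed tiles. The lower counts therefore do not show how much of the rise is regional.

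Other explanations remain open. More rescue construct in the W465A/W796A lines could raise methylation. Reads over Dnmt1 exons per 100000000 calls ran the other way: the lowest W465A/W796A library lay at -234 against the highest W465A library. The exon to intron ratio, however, was above every W465A library in 2 of 3 W465A/W796A libraries, with a mean difference of 0.033. No library without construct was used here, so it is not known whether construct reads are seen at all, and the explanation cannot be told apart from others.

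A mixture of W465A cells with cells expressing WT DNMT1 could also give an intermediate level. The share of WT needed ranged over 8.87 percentage points between 10 context classes, from 48.5% to 57.3%. Within a class it ranged over at least 52.3 points between the 27 combinations of libraries. In 2 of 13 pairs of classes, however, the shares differed in the same direction in all 27 combinations. A uniform partial rescue predicts the same near-constant share, so the test leaves both open and they cannot be told apart.

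Extra copies of chromosomes may contribute. Coverage of chromosome 8 or 11 was 1.34 times that of the median library or more in all 3 W465A/W796A libraries, in none of W465A, in WT replicates 1 and 2 and in W464A/W465A/W796A replicate 3. Within WT and within W464A/W465A/W796A the mean of the libraries with a gain minus that of the others was -2.93 and -2.06 points, but WT replicate 2, which has a gain, was the highest WT library. Each of these groups sets 1 library against 2, and between W465A/W796A and W465A the gain follows the genotype, so the explanation cannot be told apart from genotype. An effect of W796A specific to the W465A background is the explanation that the design names, and it remains untested against these. Sequencing batches are not stated in the labels.

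The other tile counts were set against other splits of their libraries as well. For each of W465A, W464A/W465A, W465A/W796A and W464A/W465A/W796A against WT, 1 of 10 splits gave as many tiles, the smallest share possible, and every other split gave 0 tiles by the quasi-binomial model. Single libraries still decided the W465A/W796A count of 37728, which was 0 without WT replicate 2 and 743 without W465A/W796A replicate 3. For W796A against WT 4 of 10 splits gave as many tiles as the real 6, and another split gave 39382. Of the 4 splits that part all same-numbered libraries the real one gave the most, the others 0 by the quasi-binomial model, and the 3 others with as many tiles keep same-numbered libraries together. For the remaining contrasts, with 0 tiles by the quasi-binomial model, limma and edgeR, 10 of 10 splits gave as many. At an unadjusted p under 0.05 these had 1747 and 12665 tiles.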

How the results depend on the processing

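The log2 scale for contexts and the block in WT and W796A alone were chosen only after the result was seen, and all other alternatives were chosen before the data were examined. Where a value changed, the cause was not tested unless its construction is given.

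The falls in mean level against WT kept their direction in every alternative, for W465A, W464A/W465A, W465A/W796A and W464A/W465A/W796A. In that order they were -15.2, -18.0, -6.88 and -17.8 points at CpGs with at least 10 reads in every library, and -4.96, -5.80, -2.29 and -5.56 points at those with at least 20. They were -36.2, -43.2, -18.3 and -43.6 points over every CpG with 5 reads in the library itself. With reads counted once W465A, W464A/W465A and W464A/W465A/W796A gave -22.0, -25.6 and -25.6 points. These settings use other CpGs or other weights by construction: the WT level itself was 25.3% at 10 reads, 7.78% at 20 and 62.4% over each library's own CpGs. The departure from additivity of W465A and W796A was 2.51 points at 20 reads. WT against all mutants ranged from -24.6 to -18.9 points and the effect of W796A from 3.69 to 6.53 points over libraries left out. The first lost its call without WT replicate 2 (exact p 0.0588) and the second had an unadjusted exact p under 0.05 only without W796A replicate 1 (0.0198). Of 126 values with a library left out 124 kept their side of the threshold or stayed within the spread.

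Context differences in X against autosomes for W465A, W464A/W465A and the added W464A reversed at 10 reads, to -0.86, -2.94 and -2.07 points. On the log2 scale they were -0.16, -0.30 and -0.15. There the density contrasts of W465A and W464A/W465A were -0.15 and -0.13, and the promoter contrasts -0.041 and -0.029, also reversed. On that scale a fall counts relative to the level of its context, so a fall of fewer points can be the larger one. The r of W796A with W465A/W796A was -0.072 with WT libraries not shared. The median r over pairs was 0.509 in tiles between 20% and 80% and 0.544 with WT libraries not shared, where chance differences in shared WT libraries no longer add to r. Over all alternatives but single libraries, 10 of 64 context values reversed and 4 moved. An unadjusted exact p under 0.05 was no longer under it in 7 of these 10 and in 10 values that kept their direction, and 2 of the 4 fell under it. That p was no longer under 0.05 in 4 of 16 values at germline promoters and 3 of 16 at imprinted ones, and fell under it in 1. With a library left out it fell under 0.05 in 3 of 216 context values and was no longer under it in 12 of 54 germline and 1 of 54 imprinted values. All of these 12 are the effect of W796A, which had not passed after adjustment. Named tiles lost their call in 10 of 60 values with a library left out and in 7 other values. Of 33 similarities 14 moved and 1 reversed.

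Tile counts follow in the order W796A, W465A, W464A/W465A, W465A/W796A and W464A/W465A/W796A against WT, then W465A/W796A against W465A and the departure from additivity of W465A and W796A. At 10 reads they were 1, 21642, 22015, 5554, 22045, 7555 and 1657 of 37394 tiles, fewer tiles being tested. With single CpGs they were 0, 701049, 823290, 0, 849427, 0 and 0 of 1424423 CpGs by the quasi-binomial model. In the 4 that gave 0, 65541, 315775, 311711 and 201584 CpGs had an unadjusted p under 0.05. With at least 1 CpG per tile the counts from W465A on, against WT, were 305332, 325560, 63395 and 330334 of 367081 tiles, and the departure from additivity 1. With the offset for the global level they were 478 (233 higher, 245 lower, a reversed majority), 33204, 40091, 1358, 42922, 211 and 804. The offset removes the global change by construction. W464A/W465A/W796A against W464A/W465A then gave 8 tiles and W464A/W465A against W465A 2.

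For W796A against WT, 500 bp tiles gave 12 calls. The quasi-binomial model gave 0 with 5 kb tiles (4948 at an unadjusted p under 0.05), 0 with only the compared groups fitted (2304) and 0 with no squeezing (8162). Limma gave 1 and edgeR 2. For W465A/W796A against WT, no squeezing gave 20003, limma 7230 and edgeR 10077. Against W465A it gave 19197, 17313 and 25202. The departure from additivity was 0 by the quasi-binomial model with only the compared groups fitted (33818 at an unadjusted p under 0.05), 0 with no squeezing (39981), 0 by limma (30374) and 942 by edgeR.

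Over libraries left out, W796A against WT ranged from 0 to 511 tiles, the highest without WT replicate 3 and with 376 of them lower. W465A/W796A against WT ranged from 0 without WT replicate 2 to 68013 without WT replicate 1, and against W465A from 1 without W465A replicate 3 to 53702 without W465A replicate 1. The departures from additivity ranged from 0 without W465A replicate 3 to 43902 without W796A replicate 2 and, for W464A/W465A, from 0 to 5. W465A, W464A/W465A and W464A/W465A/W796A against WT stayed within 1.5 times their counts, between 105411 and 132658.

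Replicate numbers did not pair the libraries over all groups: deviations of same-numbered libraries had a mean r of -0.0097 over 45 pairs, 4 of them above 0.1. The 3 pairs of WT and W796A were among these 4. With a block in these 6 libraries alone, W796A against WT had 915 tiles, and the named tiles stayed called. With the replicate block in all libraries, W796A against WT had 120 tiles, W465A/W796A against WT 19756 and the departure from additivity of W465A and W796A 0 by the quasi-binomial model (42979 at an unadjusted p under 0.05). The block left 64 arrangements for the effects of W465A and of W464A, so its smallest exact p is 2 in 64. Their exact p was 0.0625 at germline promoters and between repeat-masked and other sequence, and 0.0938 for the added W464A at imprinted promoters. The counts of p crossing 0.05 given above include the block.

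The self-test changed 200 tiles and recovered few of them, so a count near 0 does not exclude moderate changes in few tiles. Whether depth, the spread between replicates or the number of tiles sets this limit was not tested.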

Other observations

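The tests of a shared state of the lines and of sampling noise were chosen only after the result was seen, as were the tile sets and the coverage segments. The rules for judging the shared state and the noise were also set after their values were known.

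Coverage by chromosome varied between libraries. Relative to the median library, coverage of chromosome 11 was 1.40 in WT replicate 1, 1.42 in WT replicate 2, 1.41 in W465A/W796A replicate 1, 1.34 in W465A/W796A replicate 3 and 1.34 in W464A/W465A/W796A replicate 3. Coverage of chromosome 8 was 1.39 in WT replicate 1, 1.42 in W465A/W796A replicate 2 and 1.40 in its replicate 3. Chromosome 6 had 1.35 and 1.41 in W464A/W465A replicates 1 and 3, where the distal end of chromosome 12 had 0.588 and 0.503. Chromosome 4 from 24 to 50 Mb was raised in W464A/W465A replicate 2, and chromosome 9 from 80 to 88 Mb had 0.546 in W796A replicate 2. The Y chromosome had 0.146 in W465A replicate 1 and 0.142 in W464A/W465A/W796A replicate 3. Autosomes other than 6, 8 and 11 lay between 0.890 and 1.08 in the 18 libraries. Smaller rises above that range were seen as well. W796A replicate 1, the lowest library of its group, had 1.15 on chromosome 8 and 1.13 on chromosome 11. Chromosome 8 had 1.19 in W464A/W465A/W796A replicate 3 and 1.11 in W464A/W465A replicate 3. Chromosome 11 had 1.10 in W465A/W796A replicate 2.

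WT replicates disagreed at sets of tiles. In 1883 tiles WT replicates 1 and 2 were at least 20 points above replicate 3, and in 1664 tiles at least 20 points below it. Repeat-masked CpGs made up 47.3% of the first set, 12.5% of the second and 12.7% of all tiles. W465A/W796A minus W796A was -2.61 points in the first set, -27.8 in the second and -16.1 in all tiles. Relative to WT, W465A kept 37.9% and 38.6% in these sets.

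Sampling noise in WT replicate 3 predicts no difference between the sets in other groups, but the contrast of W465A/W796A with W796A differed by 25.2 points between them, with the libraries of these groups apart both in points and relative to their level over all tiles. Extra copies of chromosome 11 predict an excess there, but at most 6.97% of a set lay on it, against 9.09% of all tiles. A state of the lines that other genotypes share, such as a difference in ancestry or culture history, is a candidate explanation that remains open. The first set minus the second was between -25.2 and -19.5 points in W796A libraries, and W465A/W796A libraries lay at least 16.1 points above these. That separation is not particular to W465A/W796A, since W465A, W464A/W465A and W464A/W465A/W796A libraries lay between -4.33 and 2.82 points. The contrast of W465A/W796A with W796A was also larger than in all tiles in only 1 of the sets, so a shared state cannot be told apart from other differences of W796A. This was found and tested on the same data, and no biological explanation was tested apart from it. If lines differ in this way, part of the contrast between W465A/W796A and W796A may follow the lines and not the substitutions.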
